# Cigarette Smoke Exposure Increases Glucose-6-phosphate Dehydrogenase, Autophagy, Fibrosis, and Senescence in Kidney Cells *In Vitro* and *In Vivo*

**DOI:** 10.1155/2022/5696686

**Published:** 2022-03-27

**Authors:** Wen-Chih Liu, Hsiao-Chi Chuang, Chu-Lin Chou, Yu-Hsuan Lee, Yu-Jhe Chiu, Yung-Li Wang, Hui-Wen Chiu

## Abstract

Cigarette smoke (CS) is a risk factor for chronic obstructive pulmonary disease. We attempted to investigate fully the possible effects of CS on kidney cells. We found that the viability of a human kidney proximal tubular epithelial cell line (HK-2 cells) was decreased after treatment with CS extract (CSE). In particular, the effects of CSE at low concentrations did not change the expression of apoptosis and necrosis. Furthermore, CSE increased autophagy- and fibrosis-related proteins in HK-2 cells. Senescence-related proteins and the senescence-associated secretory phenotype (SASP) increased after HK-2 cells were treated with CSE. In addition, both RNA sequencing and gene set enrichment analysis data revealed that glucose-6-phosphate dehydrogenase (G6PD) in the reactive oxygen species (ROS) pathway is responsible for the changes in CSE-treated HK-2 cells. CSE increased G6PD expression and its activity. Moreover, the inhibition of G6PD activity increased senescence in HK-2 cells. The inhibition of autophagy reinforced senescence in the CSE-treated cells. In a mouse model of CS exposure, CS caused kidney damage, including tubular injury and glomerulosclerosis. CS increased fibrosis, autophagy, and G6PD expression in kidney tissue sections. In conclusion, CS induced G6PD expression, autophagy, fibrosis, and senescence in kidney cells. G6PD has a protective role in CS-induced nephrotoxicity.

## 1. Introduction

One of the main causes of death, chronic obstructive pulmonary disease (COPD), occurs in the United States [1] and worldwide [2]. Clinically, cigarette smoking (CS) is a risk factor leading to the progress of COPD [3]. Fibroblasts in the lung play a vital role in repair, regeneration, and lung homeostasis [4]. Recent studies have indicated that lung fibroblasts of patients with COPD display a decreased growth rate [5]. CS reduces the proliferation of lung fibroblasts and upregulates pathways related to cellular senescence [5] and the p53 [6], p16, and p21 retinoblastoma protein pathways [7]. Moreover, CS also induces senescence-associated secretory phenotype- (SASP-) related inflammation in human epidermal keratinocytes and skin [8]. Apoptosis resulting from smoke extract-induced COPD has been observed in *in vitro* and *in vivo* studies [9]. Furthermore, CS, nicotine, and cotinine affect red blood cell hemolysis [10]. Glucose-6-phosphate dehydrogenase (G6PD) deficiency causes substantial oxidant damage to the erythrocyte membrane [11]. A previous study reported that CS [12] and nicotine [13] increase oxidant stress to red blood cells in healthy donor volunteers. In addition, CS also induces oxidative stress as a result of reactive oxygen species (ROS) in the brain [14]. In other cases, ROS have been shown to activate transforming growth factor *β* (TGF-*β*) in the modulation of profibrotic effects [15]. ROS accumulation or antioxidant depletion occurs could destroy to cellular elements, containing DNA, RNA, proteins, lipids, and carbohydrates [16]. Early reports have shown that heat shock protein 27 (Hsp27) is a neuroprotective biomarker in ischemic stroke [17]. On the other hand, intraperitoneal injection of recombinant soluble Klotho protein improves the premature aging-related phenotype in mice with the homozygous mutated allele [18]. Klotho reduces kidney senescence and fibrosis [19] by targeting mitochondrial dysfunction in renal tubular cells [20]. CS extract (CSE) reduces the expression and secretion of Klotho in alveolar macrophages and airway epithelial cells in COPD patients [21].

CSE not only induces oxidative stress but also fibrosis-related gene expresses in orbital fibroblasts in Graves' ophthalmopathy patients [22]. Autophagy is an important and conserved “self-cleansing” pathway [23], and other studies have shown that fibrosis is often companied by autophagy [24, 25]. In the kidney, autophagy can protect the proximal tubule from damage [26] to overcome many types of kidney injury [27], aging [28], and disease [29]. Autophagy is an essential cellular process that promotes cell survival by removing protein aggregates during kidney injury [30]. However, autophagy also promotes cell death or enhances apoptosis [31]. Therefore, autophagy has two contrasting outcomes in response to stress [32]. Studies have shown that CS causes autophagy [33] and accelerates lung aging via autophagy [34]. CSE-induced autophagy regulates many cellular processes such as FOXO transcription factors in human lung adenocarcinoma cells (A549) [35] and Galectin-3 in endothelial progenitor cells [36]. In addition, SIRT1 is downregulated by autophagy in senescence and aging [37]. On the other hand, Hsp27 phosphorylation plays a crucial role in the activation of G6PD to reduce cerebral ischemia/reperfusion injury in male Wistar rats [38]. G6PD is a major source of NADPH, which drives many essential cellular processes including antioxidant pathways [39] such as the suppression of oxidative stress in cerebral ischemic male Sprague-Dawley rats [40].

Many diverse diseases may lead to chronic kidney disease (CKD) via irreversibly impaired formation or dysfunctions of the kidney, such as fibrosis [41]. Recently, a meta-analysis suggested that CS is an independent risk factor in the general adult population with CKD [42]. The database of the Korean genome and epidemiology study also revealed that the healthy middle-aged adults who smoke have a high risk of CKD [43]. COPD patients have shown renal function worsening [44]. Additionally, tobacco CS promotes kidney injuries related to biochemical changes in male adult Wistar rats [45]. In this study, we examined the effect of CS on kidney cells *in vitro* and *in vivo*. Furthermore, gene set enrichment analysis (GSEA) was performed after HK-2 cells were treated with CSE. We also observed autophagy, fibrosis, senescence, and ROS generation after CS treatment.

## 2. Material and Methods

### 2.1. Cell Line

HK-2 cells, the proximal tubular epithelial cell line from human kidney, were obtained from the American Type Culture Collection (ATCC, Manassas, VA). The cells were kept in keratinocyte-serum-free medium (K-SFM) with bovine pituitary extract (BPE) and human recombinant EGF (Invitrogen, CA), and the cells were incubated at 37°C and 5% CO_2_. The culture medium was refreshed two or three times per week. The ATG5^KD^ HK-2 cells were incubated and maintained in the K-SFM medium with rEGF and BPE at 37°C with 5% CO_2_ and cultured every two or three days. Lentivirus with control shRNA and ATG5 siRNA were purchased from the National RNAi Core Facility at Academia Sinica in Taiwan [46].

### 2.2. Preparation of Cigarette Smoke Extract

CSE solutions were prepared using a modification of standardized methods [47]. Three cigarette types (Longlife, Taipei, Taiwan; 11 mg of tar and 0.9 mg of nicotine) were subsequently collected by a liquid impinger device and then mixed with 15 ml of K-SFM. One of the cigarettes was dissolved in 5 ml of K-SFM, which was designated as 100% CSE solution.

### 2.3. Cell Viability Assay

Cell proliferation was accessed with sulforhodamine B (SRB, Sigma-Aldrich, St. Louis, MO). HK-2 cells (5 × 10^3^/well) were plated in 96-well plates and cultured with or without CSE solutions in a 37°C and 5% CO_2_ incubator overnight. After 24 h of incubation at 37°C and 5% CO_2_, the plates were moved out, washed with PBS twice, and then fixed with iced 10% trichloroacetic acid (TCA, Sigma) at 4°C for 1 h. Each well was washed 2 times with distillation-distillation H_2_O, and then, 0.1% SRB/1% acetic acid was incubated for 1 h. The wells were rinsed 2 times with 1% acetic acid and dried in an oven at 60°C for 20 min. In the end, the dye form SRB-positive cells were redissolved in 20 mM Tris buffer (Sigma) for 30 min. The absorbance was detected at a wavelength of 562 nm in an ELISA reader.

### 2.4. Flow Cytometry Analysis of Apoptosis and Necrosis

HK-2 cells were treated with CSE solutions at different doses for different times. The cells were washed with PBS and collected with Accutase (Innovative Cell Technologies, San Diego, CA). Apoptosis and necrosis were measured with a FITC Annexin V/PI apoptosis detection kit according to the manufacturer's protocol (BioLegend, San Diego, CA). The signal was detected with a flow cytometer (BD, Biosciences).

### 2.5. Lactate Dehydrogenase Assay

HK-2 cells were collected and washed in an assay medium. Cells were plated in a 96-well plate and incubated for 24 h after CSE treatment. The plate was centrifuged at 250 g for 10 min and transferred 100 *μ*l/well supernatant into corresponding wells. Cells were added to a 100 *μ*l reaction mixture and incubated for up to 30 min at room temperature. The plate was detected the absorbance at 495 nm in an ELISA reader.

### 2.6. Western Blot Analysis

All collected proteins were added to sodium dodecyl sulfate (SDS) sample buffer (62.5 mM Tris (pH 6.7), 1.25% SDS, 12.5% glycerol, and 2.5% *β*-mercaptoethanol). Proteins and the prestained protein marker (10–315 kDa) (TD-PM10315, BIOTOOLS Co., Ltd., Taipei, Taiwan) were loaded into an SDS-PAGE gel. A PVDF membrane containing transferred proteins was incubated with 5% nonfat milk with primary antibodies anti-microtubule-associated protein 1A/1B-light chain 3 (LC3) (Cell Signaling, Beverly, MA), collagen 1 (Proteintech, Rosemont IL), autophagy-related 5 (ATG5) (Proteintech), CTGF (Proteintech), PAI-1 (Cell Signaling), SIRT1 (ABclonal Inc., Woburn, MA), caspase-3 (ABclonal Inc.), Hsp27 (ABclonal Inc.), BAX (ABclonal Inc.), Klotho (Proteintech), p53 (Proteintech), p21(Proteintech), p16 (Proteintech), G6PD (Proteintech), and GAPDH (Proteintech). After the hybridization process with the abovementioned antibodies on the PVDF membrane, the membrane was rinsed with TBS-T for 15 min three times. Subsequently, the PVDF membrane was further treated with anti-mouse (Jackson) or anti-rabbit (Jackson) secondary antibody for 2 h and rinsed with TBS-T for 15 min over three times. The protein bands of the PVDF membrane were visible by performing an enhanced chemiluminescence system (Amersham, Little Chalfont, United Kingdom).

### 2.7. RNA Sequencing and Analysis

RNA sequencing used to characterize and analyze the transcriptome (RNA sequencing, Tools, Taiwan). Briefly, the purity and quantification of RNA were detected with SimpliNano™–Biochrom Spectrophotometers (Biochrom, MA, USA). The levels of RNA degradation and integrity were detected by a BiOptic Qsep100 DNA/RNA Analyzer (BiOptic Inc., Taiwan). The sequencing library was established with the KAPA mRNA HyperPrep Kit (KAPA Biosystems, Roche, Basel, Switzerland). mRNA was extracted from total RNA with magnetic oligo-dT beads and incubated at a high temperature in KAPA buffer that contained magnesium. cDNA was generated with random hexamer priming. cDNA fragments with a length of 300~400 bp were selected, and library fragments were extracted with the KAPA Pure Beads system (KAPA Biosystems, Roche, Basel, Switzerland). The library was increased with KAPA HiFi HotStart ReadyMix (KAPA Biosystems, Roche, Basel, Switzerland). Finally, the library was extracted with the KAPA Pure Beads system and qualified with the Qsep100 DNA/RNA Analyzer (BiOptic Inc). The library data were detected with high-throughput sequencing (Illumina NovaSeq 6000 platform), which was transformed into raw sequenced reads with CASAVA base calling and then stored in FASTQ format. The FASTQ files were used with FastQC and MultiQC [48]. The raw paired-end reads were filtered with Trimmomatic (v0.38) [49]. The obtained high-quality data were aligned to the reference genome (e.g., H. sapiens, GRCh38) with HISAT2 software (v2.1.0) [50, 51]. featureCounts (v1.6.0) was used to count the read numbers mapped to individual genes [52]. The RNA series dataset was uploaded to the Gene Expression Omnibus (Accession: GSE182541). GSEA was analyzed with 1000 permutations to identify enriched biological functions and activated pathways from the molecular signature database [53] (MSigDB) (https://www.gsea-msigdb.org/gsea/msigdb).

### 2.8. Quantitative Polymerase Chain Reaction (Q-PCR)

Total RNA of the kidney will be extracted using the TRIzol reagent (Invitrogen). Purity and quantification of RNA will be detected. Complementary DNA (cDNA) will be synthesized using the Easy Fast RT Kit (TOOLS, Taiwan). Q-PCR will be detected using SYBR Green (TOOLS, Taiwan). Glyceraldehyde 3-phosphate dehydrogenase (GAPDH) will be used as an internal control. The 2^−*ΔΔ*Ct^ method will be used to calculate the expression changes. All primers are listed as follows: G6PD, Hsp27, and GAPDH.

### 2.9. Senescence *β*-Galactosidase Staining

The cells were treated with CSE for 24 h, washed, fixed, and cultured in a 37°C/5% CO_2_ incubator with X-gal chromogenic substrate at pH 5.5 overnight by following the protocol for SA-*β*-gal staining (BioVision, Milpitas, CA). The images for *β*-galactosidase were collected using a digital microscope. The positive cell intensity was counted in 3 fields of view (>50 cells/field). Polydatin (MCE, Monmouth Junction, NJ) is an inhibitor of G6PD activity [54].

### 2.10. Enzyme-Linked Immunosorbent Assay

The amount of the NADPH-producing enzyme G6PD was measured using ELISA kits specific for human G6PD according to the manufacturer's protocol (Cayman Chemical, Ann Arbor, MI). The fluorescent product was measured under an excitation wavelength of 530/540 and an emission wavelength of 585-595 nm.

### 2.11. BrdU Cell Proliferation Assay

HK-2 cells were plated in a 96-well plate and incubated. BrdU was measured using BrdU Cell Proliferation Assay Kit (BioVision). Briefly, cells were added 1x 5-bromo-2-deoxyuridine (BrdU) solution and incubated plate at 37°C. Cells were fixed and denatured. Cells were hybrid with BrdU detection antibody solution. Finally, cells were added 3,3′,5,5′-tetramethylbenzidine (TMB) substrate and measured the absorbance at 650 nm.

### 2.12. Cigarette Smoke Exposure of Mouse Model

Eight-week-old male C57BL/6JNarl mice were purchased from the National Laboratory Animal Center (Taipei, Taiwan). The animal protocol was approved by the Animal and Ethics Review Committee of the Laboratory Animal Center at Taipei Medical University, Taiwan (IACUC: LAC-2017-0231). Mice were maintained under a light/dark cycle of 12 h/12 h, and the room temperature was kept at 22 ± 2°C with relative humidity of 55 ± 10%. The mouse model (*n* = 5 per group) was established by exposure to CS for 4 months. Details of the CS exposure system were reported in a previous study [55]. Briefly, the system consisted of a CS generator in a whole-body exposure chamber (TECNIPLAST, VA, Italy) with a particulate matter monitor. A side stream was placed into the whole-body exposure chamber at a flow rate of 15 l/min. Sixteen commercial cigarettes (Longlife) were combusted for 8 h/day and 5 days/week for 4 months. The mass concentration of particulate matter of <2.5 *μ*m in aerodynamic diameter was monitored using a DustTrak monitor (TSI, Shoreview, MN). The mice were sacrificed by CO_2_, and the kidneys were excised and fixed with 10% neutral formalin.

### 2.13. Histological Analysis

The kidney tissues were embedded, dehydrated, sectioned into 2 *μ*m thick slices slicing a microtome, and then stained with hematoxylin and eosin (H&E) (Sigma) for histological analysis. The glomerulosclerosis and tubular injury scores were measured. Details of the glomerulosclerosis and tubular injury scores are provided in a previously reported study [56].

### 2.14. Immunohistochemical (IHC) Staining Analysis

Kidney sections were maintained in an oven at 60°C. The kidney sections were sequentially washed with xylene (Sigma), 100% ethanol (Sigma), 95% ethanol, and 75% ethanol. Finally, the kidney sections soaked in MQ water and boiled with sodium citrate buffer (0.01 M, pH 6.0, 1% Tween 20). The sections then washed with PBS, soaked in 3% H_2_O_2_/methanol, and finally with PBS. UltraVision protein block buffer was applied to analyze the kidney after treatment with G6PD (Proteintech), LC3 (MBL) or *β*-gal (Invitrogen) antibody in 3% BSA overnight at 4°C. The sections were washed with PBS, treated with Trekkie Universal Link for 20 min, and then mixed with poly-HRP reagent for 20 min. The DAB coloring agent was used to stain the sections, followed by placement in MQ water to terminate the reaction. For the next step, hematoxylin was also used as a contrast dye for the second staining assay. In the end, the mounting buffer was added to the kidney sections, which were covered with a cover slip. Masson's trichrome staining was used according to the protocol (TRM-2-IFU, ScyTek). After the sections solidified with mounting buffer, the slices were recorded with Motic Digital Slide Assistant (Motic VM3.0, New York, NY).

### 2.15. Statistical Analysis

The results were analyzed by SPSS (SPSS Software, CA, San Diego) and plotted as the mean ± standard deviation. The statistical significance between groups was determined by Student's *t*-test. Comparisons of three or more groups were calculated by ANOVA. Significance was confirmed at *p* < 0.05.

## 3. Results

### 3.1. Cell Viability, Cell Death, and Apoptosis-Related Protein Expression in CSE-Treated HK-2 Cells

The viability of CSE-treated HK-2 cells was significantly decreased in a concentration-dependent manner, as shown in Figure 1(a). After HK-2 cells were treated with CSE at low concentrations of 0.1%, 0.2%, 0.4%, and 0.6%, the cell viability decreased to 94.6%, 92.8%, 81.3%, and 67.9%, respectively. Flow cytometry analysis revealed that the CSE-treated cells at low concentrations of 0.1%, 0.2%, 0.4%, and 0.6% had no significant differences in either index of apoptosis or necrosis (Figures 1(b) and 1(c)). In addition, LDH assay revealed that the necrosis index did not have any significant differences (Figure 1(d)). Moreover, western blotting analysis showed that low concentrations of CSE did not increase Bax and cleaved caspase 3 protein expression (Figures 1(e) and 1(f)).

### 3.2. Expression of Autophagosome-Related and Fibrosis-Related Proteins in HK-2 Cells after Treatment with CSE

The expression levels of LC3 determined by immunofluorescence were concentration-dependent (Figure 2(a)). Statistical analysis also showed that LC3 levels were CSE concentration-dependent in HK-2 cells (Figure 2(b)). Approximately 35 ± 2.5% of HK-2 cells expressed LC3 signals after treatment with 0.6% CSE. Furthermore, CSE-treated HK-2 cells revealed higher expression of the autophagy-related proteins LC3, p62, ATG5, and SIRT1, as determined by western blotting (Figure 2(c)). The expression levels of LC3, p62, ATG5, and SIRT1 were also concentration-dependent in HK-2 cells after CSE treatment (Figure 2(d)). On the other hand, HK-2 cells exposed to CSE exhibited higher expression of the fibrosis-related proteins collagen type 1, PAI-1, and CTGF, as determined by western blotting (Figure 2(e)). Statistical analysis also revealed that the levels of collagen type 1, PAI-1, and CTGF after treatment with CSE in HK-2 cells were also concentration-dependent (Figure 2(f)).

### 3.3. Senescence, Senescence-Related Proteins, and Senescence-Associated Secretory Phenotype-Related Inflammation in HK-2 Cells after CSE Treatment

Senescence-positive cells were observed in concentration-dependent manner as determined by the SA*β*gal assay as shown in Figure 3(a). Analysis of SA*β*gal-positive CSE-treated HK-2 cells also demonstrated concentration dependence (Figure 3(b)). CSE-treated HK-2 cells displayed higher expression of the senescence-related proteins p53, p21, and p16 as determined by western blotting (Figure 3(c)). A previous study showed that Klotho reduced kidney senescence and fibrosis [19]. Klotho exhibited lower expression after treatment with CSE (Figure 3(c)). p53, p21, p16, and Klotho levels in HK-2 cells treated with CSE were also concentration-dependent (Figure 3(d)). Senescent cells have inhibited cellular proliferation [57], which can be detected by BrdU. BrdU-positive HK-2 cells treated with CSE were also observed to be concentration-dependent (Figure 3(e)). Furthermore, SLC3A2, SERPINE2, PRNP, NT5E, MMP10, FLNC, and SERPINE1 showed higher expression after treatment with CSE in HK-2 cells, as determined by RNA sequencing (Figure 3(f)).

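HK-2 is an established line of human renal proximal tubular epithelial cells. RNA was sequenced from 3 cultures given 0.6% CSE for 24 h and from 3 control cultures, which the sample labels call untreated and whose protocol gives them the control vehicle. The authors selected polyadenylated RNA, trimmed the paired-end reads, aligned them to GRCh38 with HISAT2 and counted reads per gene with featureCounts. The deposited values are in FPKM for 38126 Ensembl genes per library, and the paper's text does not name the step from counts to FPKM. Whole reads were recovered from the FPKM values, the gene's exon length and the library's total. The GENCODE v44 exon length gave whole reads for 24660 of the 34987 genes with a value above 0. For the other 10327 genes a length was chosen so that the values came out whole, so their whole values are no test of the recovery. The recovered totals were 23493829, 24308790 and 24815378 reads in control replicates 1, 2 and 3, and 23392230, 19268149 and 27378698 reads in CSE replicates 1, 2 and 3. Within a group, the libraries correlated with Pearson's r of 0.992 to 0.993 across genes on the log2 scale, against 0.965 to 0.970 between the groups. Because FPKM values are not counts, differences were tested with limma on log2(FPKM + 0.1), with a mean-variance trend and Benjamini-Hochberg adjustment, over the 16372 genes with at least 10 recovered reads in at least 3 libraries. Fold changes are on the log2(FPKM + 0.1) scale, which understates the change of genes with low values. The test compares 3 cultures of each kind, and an exact permutation test of a single gene over 3 against 3 cultures cannot go below p = 0.1.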

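The 7 genes were all higher in every CSE library than in every control library (exact permutation test, two-sided p = 0.1 for each gene, the smallest that 3 against 3 libraries allow). FLNC, on chromosome 7 of GRCh38 from 128830406 to 128859274, rose from 126.9 ± 10.3 to 232.2 ± 12.1 FPKM (SD, n = 3 each), with a log2 fold change of 0.87 (limma adjusted p = 1.83e-05). NT5E, on chromosome 6 from 85449584 to 85495791, rose from 4.69 ± 0.301 to 13.2 ± 0.648 FPKM, with a log2 fold change of 1.47 (standard error 0.0608, limma adjusted p = 1.49e-06). SLC3A2 rose from 15.3 ± 0.610 to 35.9 ± 3.22 FPKM and SERPINE2 from 13.7 ± 0.530 to 27.9 ± 1.43 FPKM. Their log2 fold changes were 1.23 and 1.03, with limma adjusted p of 3.99e-06 and 2.40e-06. PRNP had the smallest change of the 7 genes, from 46.3 ± 1.31 to 73.6 ± 0.364 FPKM, a log2 fold change of 0.67 (limma adjusted p = 2.42e-06). MMP10 was near the lower limit of the data, with 2, 5 and 7 recovered reads in the control libraries and 37, 10 and 21 reads in the CSE libraries. Its log2 fold change was 1.55 (standard error 0.354, limma adjusted p = 0.00634). Adjusted over the 7 genes alone, the number with an adjusted p under 0.05 was also 7. This shows no stability, because the paper names these genes as higher in the same libraries. The alternative that moved MMP10 most was a pseudocount of 1, which gave a log2 fold change of 0.46. Without the filter on low counts, 6 of the 7 genes passed the threshold, and MMP10 did not. With the replicate number as a block in the model, 7 genes passed.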

### 3.4. RNA Sequencing, Gene Set Enrichment Analysis, and Interpretative Phenomenological Analysis in CSE-Treated HK-2 Cells

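Between CSE-treated and control HK-2 cells, 9267 of the 16372 tested genes had a limma adjusted p under 0.05, of which 5124 were higher and 4143 lower with CSE. Of these, 3678 changed by more than 0.58 on the log2 scale, the limit given in the legend of Figure 4, with 1748 higher and 1930 lower. The balance depended on the scaling. With median-ratio scaling, 4556 genes were higher and 4596 lower, and by more than 0.58, 1493 were higher and 2163 lower. The 3 CSE libraries lay on one side of the 3 control libraries in 3632 of the 3678 genes. Over all tested genes this held for 63.9%, where chance gives 10%. The first principal component of the log2 values took 73.3% of the variance and the second 7.95%. When the fold change itself was tested against 0.58 with limma's treat, 1170 genes passed, 496 higher and 674 lower, and this alternative moved the count most. Cultures with the same replicate number deviated from their group means with correlations of 0.098, 0.014 and 0.00012 across genes. With the replicate number as a block, 9328 genes had an adjusted p under 0.05 and 3711 of them changed by more than 0.58. Of the gene names that can be read in Figure 4(a), 15 stand in the right column and 17 in the left. In each column, 7 genes passed the filter on low counts. The 7 of the right column were all higher with CSE and the 7 of the left column all lower, each with a limma adjusted p under 0.05. This shows no stability, because the figure was drawn from the same libraries.

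**Figure D1:**
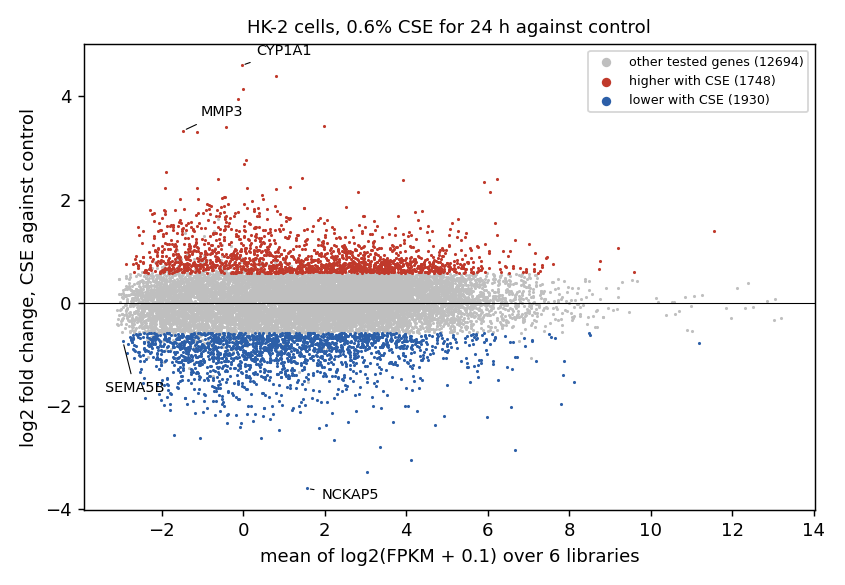
Log2 fold change of each of the 16372 tested genes between 3 CSE and 3 control libraries against its mean of log2(FPKM + 0.1) over the 6 libraries. Red points are the 1748 genes and blue points the 1930 genes with a limma adjusted p under 0.05 and a change above 0.58 in size.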

The RNA sequencing data after treatment of HK-2 cells with CSE are shown in Figure 4(a). 

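MMP3 and SEMA5B were both covered by few reads. MMP3, on chromosome 11 of GRCh38 from 102835801 to 102843609, had 2, 0 and 0 recovered reads in control replicates 1, 2 and 3 and 46, 30 and 64 reads in the CSE libraries. Since all control libraries were at or under 3 reads, the change is a lower bound, with MMP3 at least 15.1-fold higher in normalized reads. On the log2(FPKM + 0.1) scale its fold change was 3.33 (standard error 0.213, limma adjusted p = 8.99e-06), the number 7 rank among the 5124 genes higher with CSE. Of its exon bases, 1.7% overlap the antisense gene WTAPP1. The rank of MMP3 depended on how low values were treated. It was 1 when limma-voom was run on the recovered reads and 1 with a pseudocount of 0.01, but 126 with a pseudocount of 1. Among the 16372 genes that passed the filter, CYP1A1 had the largest rise on the log2(FPKM + 0.1) scale, from 0.0985 ± 0.0133 to 4.69 ± 0.0342 FPKM (SD, n = 3 each), with 7 to 9 reads in control and 304 to 428 reads in CSE libraries and a log2 fold change of 4.59 (limma adjusted p = 2.32e-07). SEMA5B, on chromosome 3 from 122909082 to 123028605, had 12 to 17 reads in the control libraries and 0 reads in each CSE library. Its control level was 0.0678 ± 0.0115 FPKM (SD, n = 3), and it was listed at 0 in all 3 CSE libraries. SEMA5B was at least 4.63-fold lower in normalized reads. Its log2 fold change of -0.74 (standard error 0.138, limma adjusted p = 0.00226) gave it the number 1311 rank among the 4143 genes lower with CSE. No larger fall was possible at that control level with a pseudocount of 0.1. With limma-voom on the recovered reads the log2 fold change of SEMA5B was -4.82 and its rank 3, and with a pseudocount of 0.01 its rank was 18. Other settings moved SEMA5B down, to rank 4115 with a pseudocount of 1 and 2507 with a correction for GC content and exon length. Among the genes that passed the filter, NCKAP5 had the largest fall on the log2(FPKM + 0.1) scale, from 10.2 ± 0.153 to 0.751 ± 0.0754 FPKM (SD, n = 3 each), a log2 fold change of -3.59 (limma adjusted p = 2.02e-07). With the replicate number as a block, the ranks were 7 for MMP3 and 1319 for SEMA5B.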

The most upregulated gene was MMP3 in CSE-treated cells, while the most downregulated gene was SEMA5B. In addition, the data were further analyzed by GSEA (Figure 4(b)). The results showed higher expression of the ROS pathway in HK-2 cells after treatment with CSE (Figure 4(b)). 

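The ROS gene set was tested as a list of 49 genes, written from general knowledge of the Hallmark set and not checked against the database, of which 44 were among the genes ranked. With the 16360 genes that have a distinct symbol ranked by Signal2Noise on FPKM, the normalized enrichment score was 2.06, against 1000 random gene sets of the same size (permutation test, one-sided p = 0.00248). Of the 44 genes, 29 were higher with CSE and 15 lower. A limma adjusted p under 0.05 was found for 21 of the higher genes and 9 of the lower genes. The library labels were also permuted in place of the genes, in the 20 ways to choose 3 of 6 libraries. Of these ways, 10 gave a score above 0. Set against these 10, the normalized enrichment score was 1.39 (exact permutation test, one-sided p = 0.1). The true labels had the highest score of the 10, so this p is the smallest that the test could give. Ranking by the moderated statistic gave a normalized enrichment score of 2.08, and 2.05 with the replicate number as a block. From the enrichment, the paper states that expression of the ROS pathway was higher after CSE.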

The enrichment plot showed higher enrichment of the ROS pathway after cells were exposed to CSE (Figure 4(c)). Moreover, ROS-related gene expression is shown in Table 1. 

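The running sum of the ROS list reached an enrichment score of 0.544 over the genes ranked by Signal2Noise. GCLM stood at rank 459 of the 16360 genes and SOD1 at 473. With each library left out in turn, the normalized enrichment score stayed between 1.95 and 2.14. Without the genes of Table 1, the 24 genes of the list that remained had an enrichment score of 0.540 and a normalized enrichment score of 1.80 (permutation test against random gene sets, one-sided p = 0.00449). All 15 genes of the list that were lower with CSE are among these 24, and 9 of them had a limma adjusted p under 0.05. The highest ranked of the 24 were NQO1, TXNRD1, FTL and MGST1, at ranks 18, 37, 163 and 174. The score thus reflects genes at the top of the ranking and not a rise of most of the 24.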

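All 20 genes of Table 1 had a positive log2 fold change, the lowest 0.10 for NDUFA6, and 16 of them had a limma adjusted p under 0.05 over all genes tested. Adjusted over the 20 genes alone, the number was also 16, though this shows no stability because the paper chose the genes from these libraries. The 4 genes that did not pass were SBNO2 (log2 fold change 0.15, limma adjusted p = 0.0732), ERCC2 (0.12, 0.151), TXNRD2 (0.11, 0.347) and NDUFA6 (0.10, 0.128). A change above 0.58 was found in 10 of the genes. GCLM, on chromosome 1 from 93885199 to 93909456, rose from 16.1 ± 0.478 to 32.6 ± 2.36 FPKM (SD, n = 3 each), a log2 fold change of 1.01 (standard error 0.0551, limma adjusted p = 4.48e-06). SOD1, on chromosome 21 from 31659666 to 31668931, rose from 66.4 ± 3.75 to 133.2 ± 3.09 FPKM, a log2 fold change of 1.01 (standard error 0.0455, limma adjusted p = 2.17e-06). TXN rose from 129.1 ± 1.95 to 240.3 ± 21.7 FPKM and GSR from 37.8 ± 0.576 to 65.6 ± 1.03 FPKM, with log2 fold changes of 0.89 and 0.80. HHEX, with 106 to 154 reads in control and 198 to 261 reads in CSE libraries, had a log2 fold change of 0.86 (standard error 0.119, limma adjusted p = 0.000477). PRDX1 had a log2 fold change of 0.66, and 29.8% of its exon bases overlap exons of the antisense gene MMACHC. Of the 19 genes reported singly, 15 had an adjusted p under 0.05, with log2 fold changes from 0.38 for GPX3 to 1.01 for GCLM. The alternative that moved the count of 16 most was a correction for GC content and exon length, with which 19 of the 20 genes passed. NDUFA6 did not pass with this correction and changed sign, to -0.04 (limma adjusted p = 0.455).

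**Figure D2:**
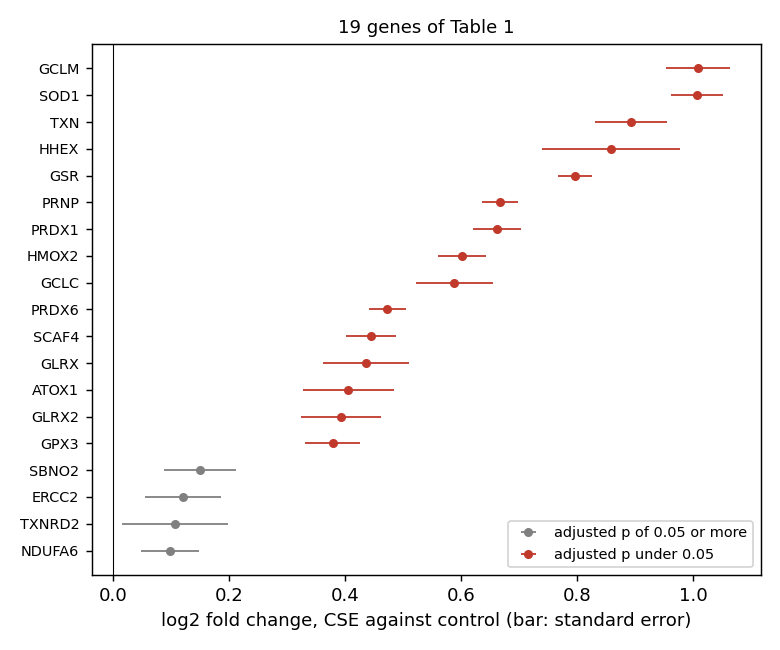
Log2 fold change between 3 CSE and 3 control libraries of 19 genes of Table 1, with the standard error as a bar. Red marks the 15 genes with a limma adjusted p under 0.05, and the values run from 0.10 for NDUFA6 to 1.01 for GCLM.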

The most upregulated gene was G6PD in HK-2 cells after CSE treatment as shown in Table 1.

### 3.5. Expression Profile of Heat Shock Protein 27, Glucose-6-phosphate Dehydrogenase, and Senescence-Associated *β*-Galactosidase Assay Regulation with Autophagy in CSE-Treated HK-2 Cells

Hsp27 and G6PD were observed to be concentration-dependently increased, as determined by real-time polymerase chain reaction (Q-PCR) assay (Figure 5(a)) and western blotting (Figure 5(b)). The expression of Hsp27 and G6PD in HK-2 cells after treatment with CSE was also concentration-dependent (Figure 5(c)). The G6PD activity after HK-2 cell treatment with CSE was also concentration-dependent (Figure 5(d)). G6PD activity was higher in HK-2 cells after CSE treatment at concentrations of 0.6% and decreased after polydatin treatment at concentrations of 10, 20, 50, and 100 *μ*M (Figure 5(e)). Furthermore, the statistical expression of SA*β*gal-positive cells was increased in CSE-treated HK-2 cells, and the expression increased at concentrations of 20, 50, and 100 *μ*M after treatment with polydatin (Figure 5(f)). In addition, the number of SA*β*gal-positive cells treated with both ATG5 shRNA and control shRNA was increased after CSE exposure compared with that in the control groups (Figure 5(g)). Moreover, ATG5 shRNA enhanced the number of CSE-induced SA*β*gal-positive cells.

### 3.6. Tubular Injury and Glomerulosclerosis Score Analysis of Senescence, Senescence-Associated *β*-Galactosidase, Autophagy Protein LC3, and Glucose-6-phosphate Dehydrogenase after treatment of Mice with CS

A mouse model was established by exposure of mice to CS for 4 months. H&E staining displayed varying degrees of tubular injury and glomerulosclerosis when comparing the CS-treated group to the normal group (Figure 6(a)). The tubular injury and glomerulosclerosis scores were significantly increased after treatment of mice with CS (Figure 6(b)). The kidney sample also revealed varying degrees of fibrosis staining with Masson's trichrome (purple) (Figure 6(c)). IHC staining showed higher expression of SA*β*gal, LC3 and G6PD than that of the normal group at 4 months (Figures 6(d)–6(f)).

## 4. Discussion

A previous study showed that CS altered cell viability in gingival mesenchymal cells at a concentration of 250 *μ*g/ml [58]. The cell viability of mouse embryonic fibroblasts and NIH3T3 cells decreased below 50% after exposure to 400 *μ*l of 4% CSE solution [59]. In addition, the cell viability of human lung bronchial epithelial cells (BEAS-2B) decreased to 50% after treatment with 10-20% CSE [60]. Our results showed that cell viability decreased by over 50% in HK-2 kidney cells after treatment with CSE (0.8% and 1%) (Figure 1(a)). Early reports indicated that apoptosis was significantly induced in BEAS-2B cells by CSE [61]. However, our results showed that low concentrations CSE (0.1%-0.6%) did not induce apoptosis in HK-2 cells (Figures 1(b)–1(e)). A previous study showed that the CSE-induced autophagy in A549 cells is associated with many cellular processes [35]. Our results indicated that CSE-treated HK-2 cells not only induced autophagy but also induced SIRT1 after CSE (0-0.6%) exposure (Figures 2(a)–2(d)). Hence, our results indicated that autophagy was regulated by SIRT1, which has been reported in other studies [62–64].

CSE is a risk factor for the development of lung fibrosis [65]. Renal fibrosis is involved in various kidney diseases [66]. Previous studies have demonstrated that through the autocrine and paracrine stimulation of cells by TGF-*β*1, CTGF is released and synthesized, which plays a role in fibrogenesis [67]. Furthermore, PAI-1 is the major physiologic inhibitor of the plasmin-based pericellular cascade and a causative factor in the fibroproliferative disorders [68]. The upregulation of CTGF and PAI-1 caused extracellular matrix (ECM) accumulation [69, 70]. In the current study, CSE exhibited higher expression of the fibrosis-related proteins including collagen type 1, PAI-1, and CTGF in HK-2 cells (Figures 2(e) and 2(f)). In *in vivo* study, the significant accumulation of collagen fibers in the kidney tissues of the CS group (Figure 6(c)). These results indicated that CS may cause kidney fibrosis. Previous research has shown that CS induces SASP-related inflammation in human epidermal keratinocytes and skin [8]. The expression of fibrosis-related genes is induced in orbital fibroblasts from patients with Graves' ophthalmopathy [22]. In addition, previous study revealed that CS reduced the proliferation of lung fibroblasts by upregulating signaling pathways such as cell senescence, p53, and p16-retinoblastoma [5]. The p53 [6], p16, and p21 pathways [7] were related to cellular senescence, including fibrosis accompanied by senescence, senescence-related proteins, and SASP-related inflammation (Figures 3(a)–3(f) and Figure 6(d)). Early reports showed that CSE reduces the expression and secretion of Klotho in alveolar macrophages and airway epithelial cells in COPD patients [21]. The present study demonstrated that Klotho significantly decreased in human kidney cells after the CSE (0%-0.6%) treatment (Figure 3(c)).

Recently, a meta-analysis suggested that CS is an independent risk factor for the general adult population with CKD [42] and healthy middle-aged adults [43]. In addition, GSEA revealed that three pathways were involved in CS-treated BEAS-2B cells, namely, cell matrix adhesion and the TGF-*β* receptor signaling pathway, RNA catabolic processes, and the regulation of cell cycle phase transition, as well as calcium-mediated signaling and regulation of cell-cell adhesion [71]. Deficiency of G6PD in the erythrocyte membrane causes substantial oxidant damage [11]. G6PD is a major source of NADPH that is involved in antioxidant pathways [39]. Furthermore, GSEA showed that the ROS pathway is the primary regulator in HK-2 cells after treatment with CSE. In particular, the expression of G6PD increased in the ROS-related gene expression pathway after treatment with CSE (Figures 4(a)–4(c) and Table 1). G6PD and Hsp27 were highly expressed in CSE-treated HK-2 cells (Figures 5(a)–5(c)). On the other hand, Hsp27 phosphorylation plays an important role in the activation of G6PD [38], and the phosphorylation of G6PD results in a reduction of NADPH, subsequently causing oxidative stress which may lead to metabolic syndromes [72, 73]. Polydatin is a new inhibitor of G6PD that can block the pentose phosphate pathway [54]. Our results showed that polydatin decreased the activity of G6PD in a dose-dependent manner (Figure 5(e) and Table 1). The expression of senescence-related factors was increased after treatment with polydatin in HK-2 cells (Figure 5(f)). These data showed that G6PD plays an important role in the protection of kidney cells. A previous study indicated that CS accelerated lung aging [34] and kidney injury [74] via autophagy. Our results showed that CSE induced autophagy (Figures 2(a)–2(d)). Here, we used ATG5 shRNA to increase senescence expression in HK-2 cells (Figure 5(g)) and found that CSE-induced autophagy may inhibit senescence and has a protective role in kidney cells.

## 5. Conclusions

We found that CSE induced autophagy, fibrosis, senescence, and SASP in kidney cells (Figure 7). In contrast, Klotho expression was decreased in kidney cells after CSE treatment. Furthermore, RNA sequencing and GSEA revealed that G6PD played an important role in ROS pathway regulation in kidney cells after CSE exposure. G6PD expression and G6PD activity increased in CSE-treated kidney cells. In addition, G6PD inhibited senescence in kidney cells. In an animal model after CS exposure for 4 months, CS caused tubular injury and glomerulosclerosis and induced fibrosis, autophagy, and G6PD. In conclusion, CS induced G6PD, autophagy, fibrosis, and senescence and decreased Klotho in kidney cells. These findings offer more precise molecular mechanism of CS and the chance to find potential preventive or therapeutic strategies for CS-related renal injury. In the current study, we focus on *in vitro* study and an animal model. In the future, we hope to utilize clinical data and samples for validation of the research that we currently perform on in vitro and animal models.

## Figures and Tables

**Figure 1:**
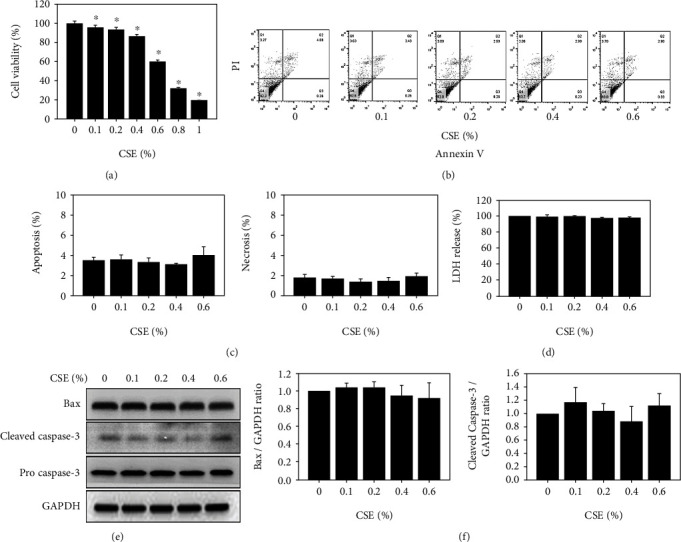
Cell viability, cell death, and apoptosis-related protein expression after treatment with CSE in HK-2 cells. (a) Cell proliferation was measured after cells were treated with CSE at concentrations of 0.1, 0.2, 0.4, 0.6, 0.8, and 1% for 24 h. ^∗^*p* < 0.05 compared to the control group. (b) The apoptosis assay of HK-2 cells was performed by flow cytometry after treatment with CSE at concentrations of 0.1, 0.2, 0.4, and 0.6% for 24 h. (c) The apoptosis and necrosis indices of HK-2 cells were measured and diagramed after treatment with CSE at concentrations of 0.1, 0.2, 0.4, and 0.6% for 24 h. (d) The LDH assay was performed after treatment with CSE at concentrations of 0.1, 0.2, 0.4, 0.6, 0.8, and 1% for 24 h in HK-2 cells. (e) The expression levels of the apoptosis-related proteins Bax and caspase 3 after treatment with CSE at concentrations of 0.1, 0.2, 0.4, and 0.6% for 24 h in HK-2 cells. (f) Bax and cleaved caspase 3 were measured and diagramed for CSE-treated cells at concentrations of 0.1, 0.2, 0.4, and 0.6% for 24 h.

**Figure 2:**
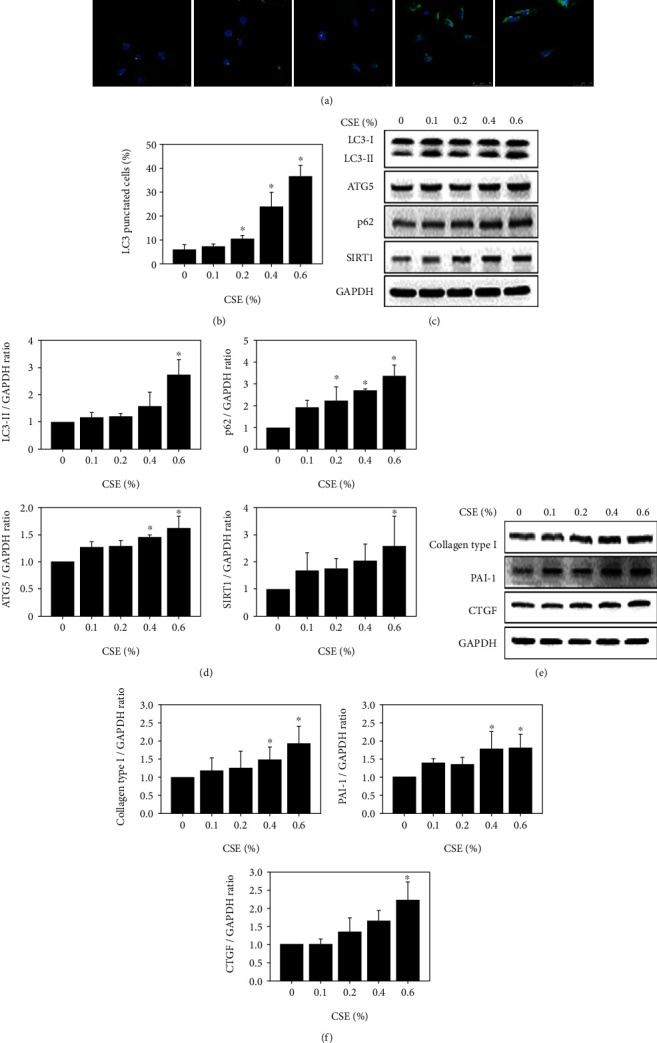
Autophagosome-related protein, SIRT1, and fibrosis-related protein expression after HK-2 cells were treated with CSE. (a) The expression levels of LC3 (green color) were measured in HK-2 cells after treatment with CSE at concentrations of 0.1, 0.2, 0.4, and 0.6% for 24 h. 4′,6-Diamidino-2-phenylindole (DAPI) (blue color) was used to stain nuclei. Scale bar: 50 *μ*m. (b) Images of LC3-punctuated cells treated with CSE were graphed and statistically analyzed at concentrations of 0.1, 0.2, 0.4, and 0.6% for 24 h. ^∗^*p* < 0.05 compared to the control group. (c) Western blot showing the expression of SIRT1 and the autophagy-related proteins p62, ATG5, and LC3 after CSE treatment at concentrations of 0.1, 0.2, 0.4, and 0.6% for 24 h. (d) Protein expression of LC3-II, p62, ATG5, and SIRT1 was measured and diagramed for CSE-treated cells at concentrations of 0.1, 0.2, 0.4, and 0.6% for 24 h. ^∗^*p* < 0.05 compared to the control group. (e) The expression levels of the fibrosis-related proteins collagen type 1, PAI-1, and CTGF after treatment with CSE at concentrations of 0.1, 0.2, 0.4, and 0.6% for 24 h. (f) Collagen type 1, PAI-1, and CTGF were measured and diagramed in HK-2 cells after treatment with CSE at concentrations of 0.1, 0.2, 0.4, and 0.6% for 24 h. ^∗^*p* < 0.05 compared to the control group.

**Figure 3:**
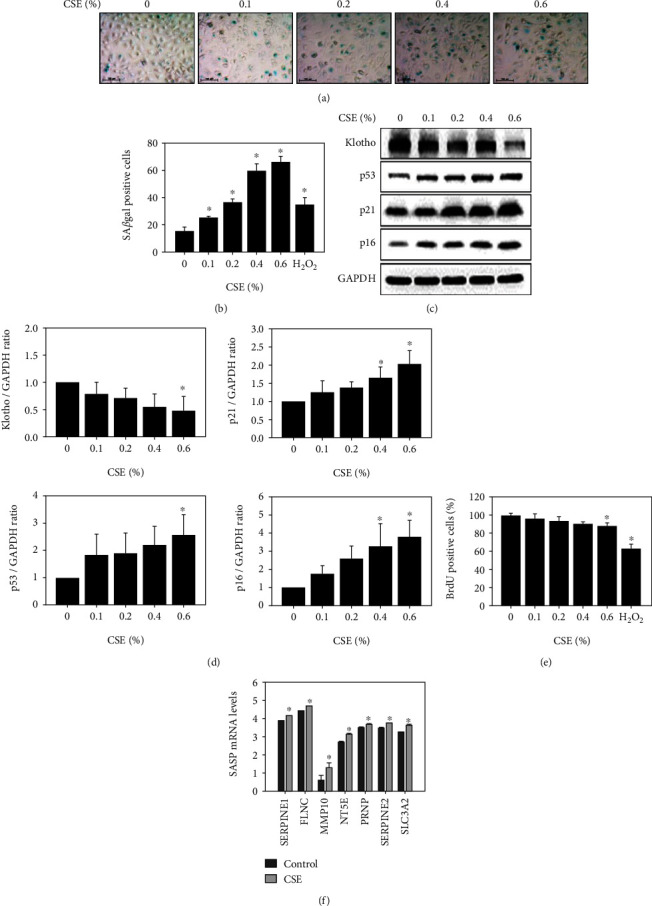
Senescence, senescence-related proteins, and senescence-associated secretory phenotype-related inflammation in HK-2 cells after treatment with CSE. (a) The expression of SA*β*gal (turquoise color) was detected after treatment with CSE at concentrations of 0.1, 0.2, 0.4, and 0.6% for 24 h. (b) The results of SA*β*gal-positive cells were graphed and statistically analyzed after treatment with CSE at concentrations of 0.1, 0.2, 0.4, and 0.6% for 24 h. ^∗^*p* < 0.05 compared to the control group. (c) The expression of senescence-related proteins Klotho, p53, p21, and p16 in CSE-treated cells at concentrations of 0.1, 0.2, 0.4, and 0.6% for 24 h. (d) Klotho, p53, p21, and p16 were graphed and analyzed after cells were treated with CSE at concentrations of 0.1, 0.2, 0.4, and 0.6% for 24 h. ^∗^*p* < 0.05 compared to the control group. (e) The results of BrdU-positive cells were graphed and statistically analyzed after treatment with CSE at concentrations of 0.1, 0.2, 0.4, and 0.6% for 24 h. ^∗^*p* < 0.05 compared to the control group. H_2_O_2_ served as a positive control. (f) SASP was graphed and statistically analyzed from RNA sequencing data of CSE-treated HK-2 cells following 24 h. ^∗^*p* < 0.05 compared to the control group.

**Figure 4:**
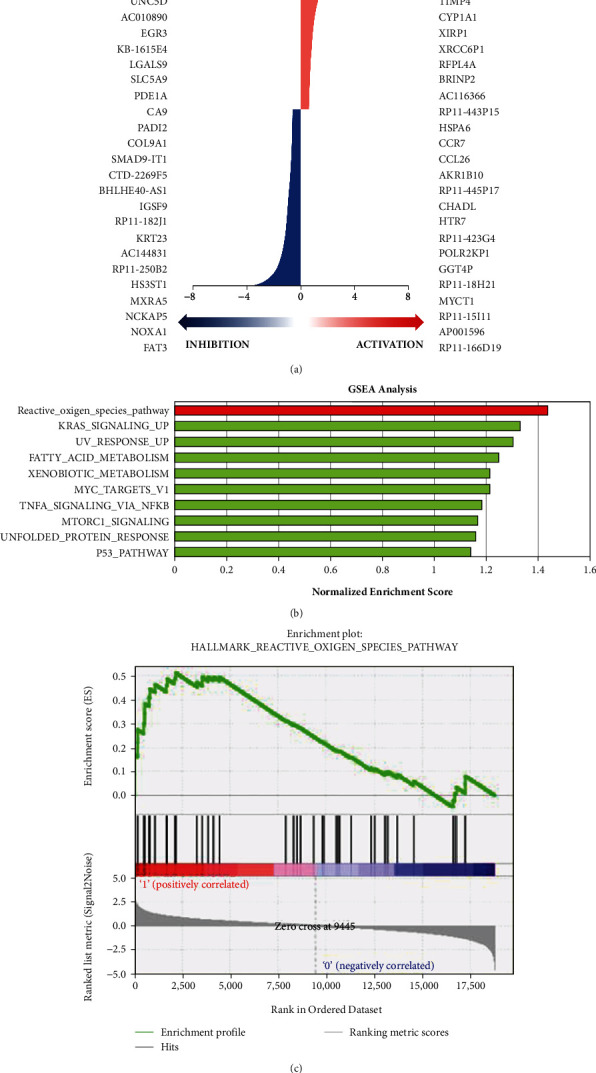
RNA sequencing and gene set enrichment analysis of CSE-treated HK-2 cells. (a) RNA was extracted from HK-2 cells and sequenced after treatment with or without CSE at a concentration of 0.6%. Upregulation and downregulation of mRNA are presented as the fold change −0.58 < FC > 0.58. (b) GSEA was used to analyze the pathways of HK-2 cells after treatment with CSE and showed a normalized enrichment score. (c) The Hallmark reactive oxygen species gene set database of the enrichment plot was used as the gene set collection for analysis.

**Figure 5:**
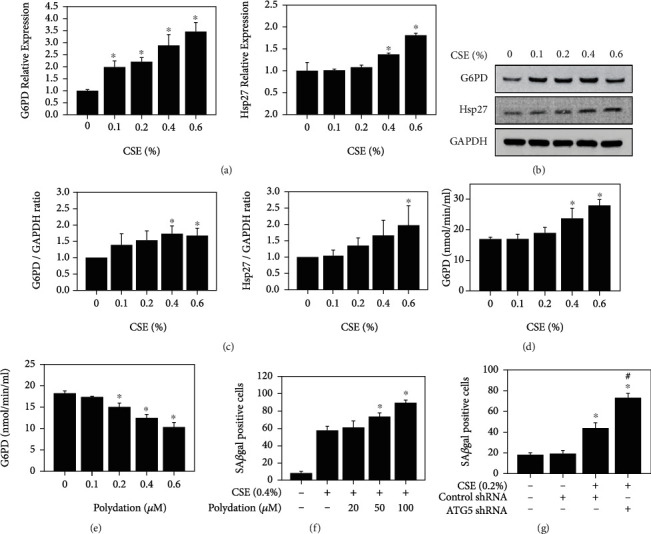
The expression profile of heat shock protein 27 and glucose-6-phosphate dehydrogenase, activity of glucose-6-phosphate dehydrogenase, and senescence-associated *β*-galactosidase assay with polydatin or ATG shRNA in HK-2 cells after treatment with CSE. (a) Relative expression in Hsp27 and G6PD mRNA was measured in CSE-treated cells at concentrations of 0.1, 0.2, 0.4, and 0.6% for 24 h. ^∗^*p* < 0.05 compared to the control group. (b) The expression of Hsp27 and G6PD in HK-2 cells after treatment with CSE at concentrations of 0.1, 0.2, 0.4, and 0.6% for 24 h. ^∗^*p* < 0.05 compared to the control group. (c) Hsp27 and G6PD expressions were graphed and analyzed for CSE-treated cells at concentrations of 0.1, 0.2, 0.4, and 0.6% for 24 h. ^∗^*p* < 0.05 compared to the control group. (d) The activation of G6PD was detected after CSE treatment at concentrations of 0.1, 0.2, 0.4, and 0.6% for 24 h. ^∗^*p* < 0.05 compared to the control group. (e) The expression of G6PD activation was detected after polydatin treatment at concentrations of 10, 20, 50, and 100 *μ*M for 24 h. ^∗^*p* < 0.05 compared to the control group. (f) SA*β*gal expression was detected in cells after treatment with CSE at concentrations of 0.6% and polydatin at concentrations of 10, 20, 50, and 100 *μ*M for 24 h. ∗p <0.05, CSE compared to CSE+polydatin. (g) The expression of SA*β*gal was measured after treatment with CSE, control shRNA, and ATG5 shRNA at concentrations of 100 *μ*M for 24 h. ^∗^*p* < 0.05 compared to the control group. ^#^*p* < 0.05, CSE+control shRNA compared to CSE+ATG5 shRNA.

**Figure 6:**
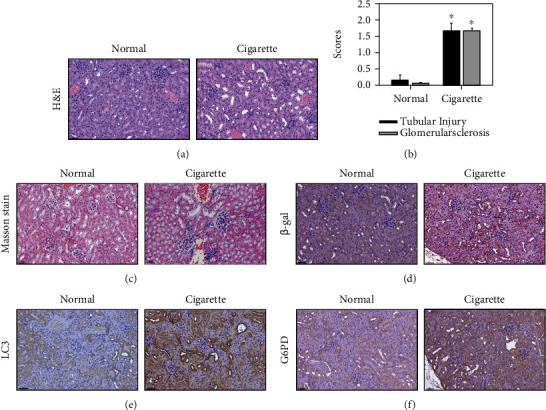
Hematoxylin and eosin staining in kidney samples. Tubular injury, glomerulosclerosis score, and Masson staining after treatment of mice with CS. (a) C57BL/6 mice were treated with CSE and harvested for 4 months. H&E staining was examined in kidney samples. The cell nuclei were stained blue by hematoxylin. Both the extracellular matrix and cytoplasm were stained by eosin (pink). Scale bar: 50 *μ*m. (b) Tubular injury and glomerulosclerosis were analyzed in kidneys (*N* = 5). The data are presented as the means ± SD. Twenty fields of view per kidney. ^∗^*p* < 0.05 and ^∗∗∗^*p* < 0.001 compared to the normal group samples. (c) Kidneys were stained with Masson's trichrome. Scale bar = 50 *μ*m. Immunohistochemistry for senescence-associated *β*-galactosidase, autophagy-related proteins, glucose-6-phosphate dehydrogenase, and kidney samples of after treatment of mice with CSE. (d) C57BL/6 mice were treated with CSE and then harvested after 4 months. IHC staining of SA*β*gal was examined in kidney samples. (e) IHC staining of LC3 was examined in kidney samples. (f) IHC staining of G6PD was examined in kidney samples. Scale bar: 50 *μ*m.

**Figure 7:**
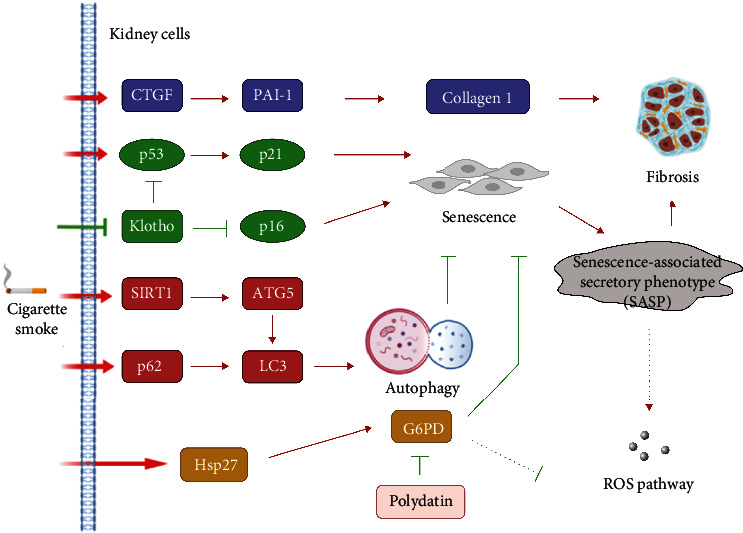
Schematic of the putative mechanism illustrating the CSE-induced G6PD, autophagy-related, fibrosis-related, and senescence-related protein expressions in kidney cells. Kidney cells were induced by CSE via several related pathways that increase the expression of the fibrosis-related proteins, autophagy-related proteins, and senescence-related proteins in kidney cells. CSE regulates senescence and fibrosis via inhibition of Hsp27, G6PD, Klotho, and autophagy.

**Table 1:** The top 20 genes of Hallmark reactive oxygen species gene set.

Gene	FC	*p* value
G6PD	0.979605	6.56*E* − 76
GCLM	0.960879	3.98*E* − 50
SOD1	0.952822	2.29*E* − 67
TXN	0.843715	4.23*E* − 36
HHEX	0.820415	3.26*E* − 08
GSR	0.743549	9.59*E* − 52
PRNP	0.613288	3.58*E* − 33
PRDX1	0.609423	1.24*E* − 39
HMOX2	0.551601	1.50*E* − 15
GCLC	0.545956	8.41*E* − 12
PRDX6	0.418619	3.87*E* − 18
SCAF4	0.396722	6.68*E* − 10
GLRX	0.39422	2.50*E* − 05
ATOX1	0.370471	0.001248
GLRX2	0.343887	8.97*E* − 06
GPX3	0.324067	4.18*E* − 07
SBNO2	0.095644	0.149361
ERCC2	0.071641	0.329135
TXNRD2	0.053783	0.564995
NDUFA6	0.045766	0.533123

## Data Availability

The data used to support the findings of this study are available from the corresponding author upon reasonable request.

## Abbreviations

CS: Cigarette smoke
COPD: Chronic obstructive pulmonary disease
SASP: Senescence-associated secretory phenotype
Hsp27: Heat shock protein 27
G6PD: Glucose-6-phosphate dehydrogenase
CKD: Chronic kidney disease
ROS: Reactive oxygen species
DAPI: 4′,6-Diamidino-2-phenylindole
GSEA: Gene set enrichment analysis
SA*β*gal: Senescence-associated *β*-galactosidase
IHC: Immunohistochemistry.

How the deposited data were processed for this re-analysis (not part of the article)

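RNA from 6 cultures of HK-2 cells was analysed, 3 given 0.6% CSE for 24 h and 3 controls, grouped by the sample labels and the legend of Figure 4. The authors trimmed the reads with Trimmomatic, aligned them to GRCh38 with HISAT2 and counted reads per gene with featureCounts. The authors deposited the values as FPKM, 1 value per gene and library, and the paper's text names neither the step from counts to FPKM nor the annotation. The paper's text also names no tool for differential expression. Its statistics section gives Student's test for groups in general. The files list 38126 Ensembl genes, of which 37892 were matched to a symbol and 3139 were at 0 in all 6 libraries.

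The values in FPKM allowed whole reads to be recovered from the size of 1 read in each gene and library. With the GENCODE v44 exon length, 24660 of the 34987 genes with a value above 0 came out as whole reads. For the other 10327 genes a whole length was chosen that makes the values whole, which by itself does not show that their reads are right. A share of 99.87% to 99.91% of each recovered library total lay on the listed genes. The recovered totals ran from 23493829 to 24815378 reads (median 24308790) in control libraries and from 19268149 to 27378698 reads (median 23392230) in CSE libraries. A gene at or under 3 reads in every library of a group was treated as at the floor, and its fold change as a lower bound. Counting error and culture differences both enter the spread between the 3 libraries of a group. The recovery was tested on simulated data, where 100% of the values above 0 were recovered exactly in 3209 genes with the annotated length and 98.89% in 791 genes with another length.

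The design was first written for counts. As the files hold FPKM, the test was changed to limma (version 3.58.1, in R 4.3.3) on log2(FPKM + 0.1), with empirical Bayes moderation, a mean-variance trend and Benjamini-Hochberg adjustment over the genes tested. The filter kept the 16372 genes with at least 10 recovered reads in at least 3 libraries. A gene was called at an adjusted p under 0.05, and 0.58 was the limit on the log2 fold change. Such a fold change understates the change of low genes. In data simulated from the real libraries, 15849 genes passed the filter, 195 of them changed. Of the changed genes 92.3% were called with the right sign, and 2.7% of the calls were unchanged genes. The simulation raised as many genes as it lowered, each by more than 0.58, and used the same spread for every gene. In the real libraries 9267 of the 16372 genes were called, many with smaller changes. The simulated rates therefore do not give the error rate of the real calls.

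The ROS list was tested with the running-sum statistic of GSEA, with genes ranked by Signal2Noise on FPKM and 1000 random gene sets. That list of 49 genes and 10 other gene lists were written from general knowledge before the data were examined, and were not checked against a database. All 11 lists were also tested with limma's camera at an inter-gene correlation of 0.01. The genes named in the text were set by a rule written before the data were examined. The rule covers the genes the paper names from its RNA sequencing, the genes of the proteins the paper measured in HK-2 cells, and the member of each gene list with the largest change. It also covers the 5 largest rises and 5 largest falls among called genes whose CSE libraries all lay on one side of the controls. Other genes named were chosen after their values were seen. Some genes and lists that the rule covers are not reported here singly, and they stay in the group counts.

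The pairing of cultures comes from the replicate numbers 1 to 3, which the sample labels use in both groups. A fit with the replicate number as a block was run beside the one without it. Alternatives set before the data were examined were median-ratio scaling, other filters on low counts, the replicate block, each library left out in turn, other settings of the gene set tests, and ranks among all genes tested. Added after the data were seen were pseudocounts of 1 and 0.01, a filter at 0.5 FPKM, limma-voom on the recovered reads with median-ratio library sizes, limma's treat, a ranking of genes by the moderated statistic in the gene set test, and a correction for GC content and exon length in 20 bins each. GC content came from GENCODE v44 transcripts, for 99.63% of the genes tested. Coordinates, exon overlaps and pseudogenes came from the GENCODE v44 annotation of GRCh38. The counting is not stated to use strand, so overlaps with antisense genes are given for some of the genes named. MPO, SOD2 and some other members of the lists were not analysed here.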

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

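The tests of explanations in this part were chosen after the results were seen. All 10 genes below changed between control and CSE libraries and were not found in the text, the table or the legible parts of the figures of the paper. With each library left out in turn, the 10 genes kept their sign and an adjusted p under 0.05, with SELENOS the nearest to 0 (0.37 to 0.51) and ENSG00000280614 the most variable (-3.08 to -2.53).

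5 genes of the ROS list are absent from Table 1 and rose by more than the lowest gene of that table. The log2 fold changes were 2.34 for NQO1, 2.14 for TXNRD1, 1.39 for FTL, 1.37 for MGST1 and 0.46 for SELENOS. NQO1 rose from 26.5 ± 0.695 to 134.8 ± 8.17 FPKM (SD, n = 3 each) and TXNRD1 from 31.6 ± 0.863 to 139.6 ± 6.72 FPKM. All 5 genes were higher in every CSE library than in every control library, and their limma adjusted p lay between 1.05e-07 for TXNRD1 and 0.0015 for SELENOS. The list was written from general knowledge, so whether the set used by the paper holds these genes was not tested. After the correction for GC content and exon length, the smallest change of the 5 was 0.346, and with median-ratio scaling 0.415, each still with an adjusted p under 0.05. The fewest reads of any of the genes in a library were 398. At most 19.4% of the exon bases of a gene, in NQO1, overlap exons of another gene. FTL has 16 pseudogenes annotated under its name, and the other 4 genes have none. Of the stretches of 50 bases in a pseudogene, at most 31.7%, in FTLP3, also occur in FTL, so most reads of a pseudogene could be told apart from those of FTL. The 7 pseudogenes that the files list, FTLP3 among them, together had at most 13 reads in a library, while the lowest CSE library of FTL lay 39337 reads above its highest control library. Reads of these 7 pseudogenes counted on FTL are therefore unlikely to account for the rise in full, and reads of the other pseudogenes were not analysed here. For the 5 genes, a response to CSE is a possible explanation that these tests leave standing, as a hypothesis found and tested on the same libraries.

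Of the 5 largest rises and 5 largest falls among the genes that passed the filter, ANGPTL4, MT1F, IGFBP3, ENSG00000280614 and COL7A1 appear in no figure or table of the paper that can be read. ANGPTL4 rose from 1.13 ± 0.174 to 12.9 ± 1.14 FPKM (SD, n = 3 each), a log2 fold change of 3.42. The log2 fold changes of the others were -3.27 for MT1F, -3.03 for IGFBP3, -2.84 for ENSG00000280614 and -2.79 for COL7A1. IGFBP3 went from 49.3 ± 1.35 to 5.94 ± 0.243 FPKM, and COL7A1 from 27.1 ± 3.75 to 3.85 ± 0.634 FPKM. The limma adjusted p ran from 2.08e-08 for IGFBP3 to 8.57e-05 for ENSG00000280614. With the correction for GC content and exon length, the change of smallest size among the 5 was -2.35, and with median-ratio scaling -2.83. In its higher group, each gene had at least 557 reads in every library. At most 0.3% of the exon bases of a gene overlap annotated exons of another gene.

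ENSG00000280614 is annotated as a long noncoding RNA on chromosome 21 from 8393419 to 8394341. Whether its reads come from this RNA or from another transcript of the same sequence, on either strand, was not tested. In the reference ENSG00000280614 is 100% identical over 923 bases to ENSG00000281181, at 8437629 to 8438551. How the authors' counting divided reads between these genes is therefore uncertain. ENSG00000281181 also fell, with a log2 fold change of -1.97 (limma adjusted p = 0.0057). The summed reads of the 3 identical copies that the files list had a log2 fold change of -2.3, so exchange of reads among these copies does not account for the fall in full. The reference holds 4 more identical copies on sequences not placed on a chromosome, and reads on these were not analysed here. MT1F belongs to the metallothionein family. Of the stretches of 50 bases in an MT1F transcript, at most 6.12% also occur in another annotated metallothionein gene or pseudogene, so most reads of MT1F could be told apart, and exchange of reads is unlikely to account for its fall in full. For ANGPTL4, IGFBP3, COL7A1 and MT1F, a response to CSE is a possible explanation that the technical tests above leave standing, as a hypothesis found and tested on the same libraries.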

How the results depend on the processing

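The pseudocounts, the filter at 0.5 FPKM, limma-voom, treat, the ranking by the moderated statistic and the GC and length correction were chosen after seeing the data. The planned count tests (DESeq2, TMM normalization, limma-voom with TMM factors, glmTreat and a prior count of 2) were not run, and limma-voom on the recovered reads and treat were used in their place. Total counts without a composition factor are what FPKM already uses.

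The number of genes changed, 9267, lay between 7871 without a filter and 9576 with limma-voom. Across the 6 fits that each left out one library it ran from 8245 to 8548. With median-ratio scaling it was 9152, of which 8699 were the same genes, with 4556 higher and 4596 lower against 5124 and 4143. With limma-voom, 4738 were higher and 4838 lower, and with the GC and length correction 4597 and 4574. By over 0.58, 1748 were higher and 1930 lower, against 1493 and 2163 with median-ratio scaling, 1611 and 2393 with limma-voom, and 1393 and 1984 with the GC and length correction. With the replicate block it was 9328 and 3711 changed by over 0.58. The 3678 genes changed by over 0.58 became 1802 with a pseudocount of 1, 889 higher and 913 lower, and 1170 with treat, 496 higher and 674 lower. The cause was not tested.

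The rank of MMP3, 7, was 15 without a filter, 13 with the filter at 0.5 FPKM, 126 with a pseudocount of 1, and 1 with a pseudocount of 0.01 and with limma-voom. The rank of SEMA5B, 1311, was 4115 with a pseudocount of 1, 18 with a pseudocount of 0.01, 3 with limma-voom and 2507 with the GC and length correction. Both genes are near the floor of 3 reads in a group, where the depth gives only a lower bound. At least 10 reads in every library removed both, and the filter at 0.5 FPKM removed SEMA5B.

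The normalized enrichment score of the ROS list fell from 2.06 to 1.39 with permuted library labels. The p there was 0.1 (exact permutation test, one-sided), the smallest that the 10 label choices with a score above 0 allow. The number of lists past the threshold, 6, became 5 at an inter-gene correlation of 0.05, where the ROS list had an adjusted p of 0.168, in a range of 0.00134 to 0.168 over its alternatives. The SASP genes changed were 6 or 7, and the Table 1 genes changed 16, 17 or 19, under all alternatives run.

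With the GC and length correction, the log2 fold changes of NDUFA6, SIRT1 and CCN2 reversed to -0.0404, -0.0405 and -0.11. That of GAPDH, 0.02, reversed to -0.0251 with median-ratio scaling, -0.0247 with limma-voom and -0.0245 with the GC and length correction, and ran from -0.0143 to 0.0605 with one library left out. The shift of the secreted inflammatory SASP factors list, -0.0172, reversed to 0.0113 without a filter, 0.00334 with a pseudocount of 1 and 0.00358 with the GC and length correction, and ran from -0.0458 to 0.0327 with one library left out. Of the 57 single genes tested, 9 changed under some alternative, with 7 values weaker, 8 stronger and 7 reversed. The cause was not tested.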

Differences from the paper's values

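Table 1 gives fold changes without naming a scale, and they were compared with log2 fold changes here. Of the 19 genes compared, 9 differed from the paper's value by more than the standard error. The log2 fold changes were 1.01 for SOD1 against the paper's 0.952822, 0.80 for GSR against the paper's 0.743549 and 0.67 for PRNP against the paper's 0.613288. They were 0.66 for PRDX1 against the paper's 0.609423, 0.60 for HMOX2 against the paper's 0.551601 and 0.47 for PRDX6 against the paper's 0.418619. The last 3 were 0.44 for SCAF4 against the paper's 0.396722, 0.38 for GPX3 against the paper's 0.324067 and 0.10 for NDUFA6 against the paper's 0.045766. All 19 values here were higher than the paper's, by 0.035 to 0.054 with a median of 0.05. The median log2 fold change of all tested genes was also 0.05. Both sets of values come from the same libraries, so the standard error does not measure the gap between them. Which 9 genes passed it depends on how small their standard errors were. The gap is thus a shift shared by the 19 genes and not 9 separate differences.

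Of the alternatives set before the data were examined, median-ratio scaling closed the gap in all 9 genes, for example with 0.96 for SOD1. Filters on low counts and the replicate block do not alter a log2 fold change here and could not close it. Leaving out one library closed it in 1 to 4 of the 9 genes, most without control replicate 3 and without CSE replicate 1. Across these 6 fits, 6 to 13 of the 19 genes differed, most without control replicate 2. Of the alternatives chosen after seeing the values, limma-voom on the recovered reads closed it in all 9, a pseudocount of 1 in 5, and a pseudocount of 0.01 and the GC and length correction in none. With the GC and length correction, 18 of the 19 genes differed.

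The normalized enrichment score of the ROS list was 2.06 against the paper's value of about 1.4 in Figure 4(b), read by eye. It was set against the spread of 0.0702 between fits that each left out one library. Permuted library labels, an alternative set before the data were examined, gave 1.39, and none of the others closed the gap. The enrichment score was 0.544 against the paper's value of about 0.51 in Figure 4(c), read by eye. Of the alternatives set before the data were examined, median-ratio scaling gave 0.515, and leaving out control replicate 3, CSE replicate 1 and CSE replicate 2 gave 0.523, 0.513 and 0.527, which closed the gap. None of the others did.

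The paper names MMP3 as the gene raised most and SEMA5B as the gene lowered most. Here MMP3 had rank 7 and SEMA5B rank 1311. SEMA5B was at 0 FPKM in all CSE libraries, and its control mean of 0.0678 FPKM lay under the pseudocount of 0.1. Its log2 fold change of -0.74 is therefore the largest fall possible at that control level. The rank of SEMA5B with this pseudocount thus cannot test the paper's statement. Limma-voom on the recovered reads and a pseudocount of 0.01, both chosen after seeing the values, gave MMP3 rank 1. No setting that was run gave SEMA5B rank 1, and limma-voom on the recovered reads came nearest with rank 3. The paper describes Table 1 as the top genes of the Hallmark set. Here NQO1, TXNRD1, FTL and MGST1, members of the ROS list as written from general knowledge, had log2 fold changes of 2.34, 2.14, 1.39 and 1.37, above the 1.01 of GCLM. Of the 20 genes of the table, SBNO2, ERCC2, TXNRD2 and NDUFA6 had no adjusted p under 0.05. The paper's table also lists p values above 0.05 for these genes, so here the results do not differ. The correction for GC content and exon length, chosen after seeing the values, called SBNO2, ERCC2 and TXNRD2, and the fit without control replicate 2 called SBNO2.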

Other observations

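The predictions for the gene lists, and the tests of library totals and of the most counted genes, were written before the data were examined. The splits for the lists, the SASP genes and Table 1, and the test of the scaling shift, were chosen after the results were seen.

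Several explanations were tested for the 9267 genes changed. Of the 10 splits of the 6 libraries into 3 and 3, 4 part all 3 same-numbered pairs, the real one included, and only these were compared. The other 6 part 1 pair each. Of the 4 splits, 1, the real one, gave as many genes changed, as many genes changed by over 0.58, as many SASP genes, as many Table 1 genes and as many gene lists. The 3 others gave 0 genes changed, with 181, 166 and 137 genes at an unadjusted p under 0.05, against 10042. They gave 2, 4 and 1 of the gene lists with an adjusted p under 0.05, against 6, and the splits that part 1 pair gave 0 to 4. Each of these splits mixes control and CSE libraries unevenly, so part of the difference between the conditions remains in it. With 4 splits the share cannot fall under 5% whatever the values, so this count by itself does not decide on chance in the grouping of the cultures. The CSE libraries all lay on one side of the control libraries in 63.9% of the genes tested, where chance gives 10%. Library size was not the cause by its own test, since 2 CSE libraries had totals below all control libraries and 1 had a total above them. The share of reads in the 10 most counted genes was 11.4% to 12.5% in control and 10.3% to 10.7% in CSE libraries, which leaves a gap of 0.68 percentage points. That difference may shift the scaling of all genes, and with median-ratio scaling 93.9% of the genes changed were called again, so it does not account for the calls in full.

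A total of 11 gene lists were tested with limma's camera for a shift with CSE, each as a hypothesis. NRF2 targets outside the ROS list were predicted to rise. The 19 genes tested all rose, with a median shift of 1.04 against all genes (adjusted p = 2.99e-08, and 1.47e-13 to 3.02e-05 over the alternatives). AKR1B10 had the largest change of that list, 3.95. Heat shock genes, predicted to rise, rose in 15 of 16 genes with a median shift of 0.535 (adjusted p = 1.25e-05, alternatives 2.71e-09 to 0.000695), led by HSPA6 with 4.39. AhR targets, predicted to rise, rose in 4 of 5 genes with a median shift of 0.706 (adjusted p = 0.00951, alternatives 0.000703 to 0.0217), led by CYP1A1. Proliferation genes, predicted to fall, fell in 20 of 25 genes with a median shift of -0.276 (adjusted p = 0.00126, alternatives 9.27e-06 to 0.0217), led by MCM7 with -1.23. The ROS list, predicted to rise, rose in 29 of 44 genes with a median shift of 0.085 (adjusted p = 0.0228, alternatives 0.00134 to 0.168). With the replicate block, these adjusted p were 4.14e-08, 1.72e-05, 0.0209, 0.0013 and 0.0325 in the same order.

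The fibrosis list was predicted to rise, and went the other way. It fell in 11 of 14 genes, with a median shift of -0.269 (camera adjusted p = 0.00723, alternatives 0.000775 to 0.0281, and 0.00927 with the replicate block), led by COL1A1 with -1.67. The other lists reported were negative findings, with no camera adjusted p under 0.05. The unfolded protein and integrated stress response rose in 10 of 18 genes, with a median shift of 0.109 (adjusted p = 0.846). Cholesterol synthesis rose in 7 of 12 genes, with a shift of 0.0651 (adjusted p = 0.846). Secreted inflammatory SASP factors rose in 8 of 13 genes, with a shift of -0.0172 (adjusted p = 0.693). Autophagy and lysosome genes rose in 13 of 20, with a shift of 0.251 (adjusted p = 0.316). The members of these lists with the largest change were, in the same order, DDIT4 with -1.01, INSIG1 with 0.72, MMP3 with 3.33 and SQSTM1 with 1.396. At an inter-gene correlation of 0.05 the ROS list had an adjusted p of 0.168.

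For proteins that the paper measured by western blotting, the mRNA in the sequenced cells, after 24 h with 0.6% CSE, was as follows. COL1A1, of collagen type 1, fell from 10.1 ± 0.676 to 3.11 ± 0.203 FPKM (SD, n = 3 each), a log2 fold change of -1.67 (limma adjusted p = 1.73e-06), where the paper reports higher protein. COL1A2 had 1 to 3 reads per library and was not tested. CDKN2A, the gene that encodes p16, changed by -0.57 (limma adjusted p = 3.63e-05), where the paper reports higher p16. The value is for the gene as a whole, so transcripts that encode p16 were not told apart from its other transcripts. Of the exon bases of CDKN2A, 15.3% overlap antisense genes. CDKN1A, which encodes p21, changed by 0.77 (limma adjusted p = 2.25e-05). KL, which encodes Klotho, fell from 9.46 ± 0.224 to 2.07 ± 0.170 FPKM, a log2 fold change of -2.14 (limma adjusted p = 5.58e-07), and the paper reports lower protein.

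MAP1LC3B, of LC3, changed by 1.02 (limma adjusted p = 3.22e-06), SQSTM1, which encodes p62, by 1.396 (limma adjusted p = 6.41e-07), ATG5 by 0.28 (limma adjusted p = 0.00245) and HSPB1, which encodes Hsp27, by 0.43 (limma adjusted p = 0.000547). MAP1LC3A had 0 or 1 read per library and was not tested. SIRT1 changed by 0.14 (limma adjusted p = 0.0288) and lost its call with median-ratio scaling (0.0949), without the filter (0.0705), without control replicate 1 (0.082), CSE replicate 1 (0.0543) or CSE replicate 2 (0.103), with limma-voom (0.128) and with the GC and length correction (0.393). CCN2, which encodes CTGF, changed by 0.06 (limma adjusted p = 0.174), and with the GC and length correction by -0.107 (limma adjusted p = 0.0419). BAX changed by -0.16 (limma adjusted p = 0.0565). It was called lower with median-ratio scaling (-0.212, limma adjusted p = 0.016), with at least 10 reads in every library (0.0438), without control replicate 3 (0.0337) and with limma-voom (0.00626). GAPDH changed by 0.02 (limma adjusted p = 0.768). SIRT1, CCN2 and GAPDH change sign under the correction for GC content and exon length. The share of exon bases that overlap antisense genes was 22.4% in SQSTM1, 17.6% in GAPDH, 11.9% in CCN2 and 1.2% in MAP1LC3B.

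Metallothioneins were looked at only after their values were seen. All 8 genes tested fell, under the main scaling, median-ratio scaling and limma-voom alike. The log2 fold changes were -3.27 for MT1F, -2.65 for MT1G, -2.31 for MT1M, -2.10 for MT1X, -2.01 for MT1E, -1.53 for MT2A, -1.32 for MT1L and -0.86 for MT1A, with limma adjusted p from 5.28e-08 for MT1F to 0.0118 for MT1L. The genes of this family are similar in sequence, so the division of reads among them is uncertain. The summed normalized reads of the 8 genes had a log2 fold change of -1.81. Exchange of reads among these 8 genes therefore does not account for the fall of the family in full. Exchange with other members of the family is not covered by this sum. For MT1F alone, shared sequence was tested as given among the results for a closer look. Median-ratio scaling, with -3.31 for MT1F and -0.907 for MT1A, leaves the fall in place. Other explanations of the fall of the family as a whole were not tested.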
